A study of Schizosaccharomyces pombe with 6 samples. Its data were reported in "Ageing-associated long non-coding RNA extends lifespan and reduces translation in non-dividing cells" (2024).

How the data were processed

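RNA was measured in 6 fission yeast cultures sampled on day 6 of chronological ageing, the time that non-dividing cells spend in stationary phase. In 3 cultures, named aal1-pOE, the long non-coding RNA aal1 was overexpressed from a plasmid with the thiamine-repressible P41nmt1 promoter, and 3 cultures carried an empty vector (evc). Groups and replicate numbers were taken from the sample labels, which call the replicates biological.

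The authors purified total RNA on columns with a DNase I digestion, removed rRNA with Ribo-Zero and made strand-specific libraries with molecular indices for paired-end sequencing. Per the submitters' processing notes and the methods of the study, reads were aligned with STAR 2.6.1a to the PomBase genome and counted per gene with HTSeq 0.12.3 in the reverse strand setting. The deposited values were whole-number read counts per gene, without normalisation and without pooling of replicates. The molecular indices were moved to the read names. A step that collapses duplicates was not given in the sources used here, and the genome build was not named. HTSeq leaves out reads with several alignments by default, so counts of near-identical gene copies, such as many ribosomal protein paralogs, were treated as uncertain. The authors tested the counts with edgeR 3.46.0 after TMM normalisation, keeping genes above 1 CPM (counts per 1000000 counts of the library) in at least 3 samples.

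The count table held 6952 genes, all its library columns were used, and 0 rows lacked a gene name. Of these identifiers, 6805 matched the RefSeq annotation of assembly ASM294v3, which supplied symbols, products and coordinates. The other 147, of which 37 were mitochondrial, kept the identifiers of the table. Coordinates are those of ASM294v3. They were not taken from the PomBase release of the authors.

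Library totals ranged from 5839863 to 13164975 counts. Counting intervals are exact 95% intervals and cover counting error only.

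Differential expression was recomputed from the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes above 1 CPM in at least 3 libraries were kept, which left 5823. TMM factors were computed, and strain was the only factor of a quasi-likelihood fit with evc as reference. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05. All adjusted p-values for genes come from this edgeR test unless another is named. Log2 fold changes are aal1-pOE over evc, and 3 libraries stand on each side. Their standard errors (SE) were derived from the test, as the absolute log2 fold change over the square root of its F statistic. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 29 lists. Camera with an estimated correlation and fry were run beside it, all from limma 3.58.1. Camera compares the genes of a list with the other genes. Fry tests whether a list's genes move, on balance, in one direction.

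The groups, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 size factors, library totals without a composition factor, TMM factors computed without ribosomal protein genes, leaving out tRNA, snoRNA and snRNA genes, protein-coding genes alone, no filter beyond 1 count, a filter of 10 CPM, the edgeR likelihood ratio test, DESeq2 1.42.0, limma-voom, a replicate block, and leaving out each library in turn. After the data were seen, a fit without aal1-pOE replicate 2 and evc replicate 1, and a corrected list of aminoacyl-tRNA synthetases, were added.

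The rule for naming genes took 12 genes of prior interest and, among called genes with a mean of at least 10 CPM and no overlap between the groups in CPM from library totals, the 10 most induced, the 10 most repressed outside the ribosomal proteins and the 5 most repressed ribosomal proteins. It also took up to 3 genes with the smallest p from each list and the ribosomal protein genes that were not called. The text names part of the genes that this rule gives, chosen after their values were seen.

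The lists were cytosolic ribosomal proteins, translation factors, nascent chain and ribosome-associated factors, ribosome biogenesis, RNA polymerase I, aminoacyl-tRNA synthetases, mitochondrial ribosomal proteins, oxidative phosphorylation, glycolysis and fermentation, the TCA cycle, amino acid biosynthesis, purine biosynthesis, thiamine-repressed genes, iron uptake, the core environmental stress response (CESR), chaperones, proteasome, autophagy, TORC1 pathway, histones, dividing-cell genes, mating and meiosis, Tf2 retrotransposons, subtelomeric helicases, mitochondrial-encoded mRNAs, mitochondrial tRNAs, nuclear tRNAs, snoRNAs, snRNAs and other non-coding RNAs. A list of rRNAs matched 0 genes of the table.

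The gene test was checked on counts simulated from the means and library sizes of these libraries, with 200 of 5823 genes changed. The CPM filter then left 5763 genes, and a changed gene that failed it counted as not recovered. The test recovered 15.2% of the genes changed by 1 on the log2 scale, 77.6% of those changed by 2 and 92.5% of those changed by 3. It called 7 unchanged genes. On the same counts the edgeR likelihood ratio test called 23 unchanged genes, DESeq2 22 and limma-voom 6. These 3 tests recovered 25.8%, 22.7% and 13.6% of the genes changed by 1. In a simulation without changed genes, camera called 0 of 29 lists. The simulated genes were drawn independently, so this does not show how camera behaves where genes of a list vary together. In the real libraries the estimated inter-gene correlation was 0.78 for ribosomal proteins and 0.84 for snRNAs.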

Results

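Strand-specific RNA sequencing counted transcripts of Schizosaccharomyces pombe cells that had been non-dividing for 6 days. The series held 6 libraries in 2 groups, 3 of aal1-pOE and 3 of evc. The aal1-pOE libraries held 8807115, 13164975 and 6130047 counts for replicates 1, 2 and 3. The evc libraries held 6977373, 5839863 and 6444327 counts. The comparison addressed which transcripts change in stationary-phase cells when the lncRNA aal1 is supplied in excess from a plasmid.

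The overexpressed RNA came first. The aal1 gene (SPNCRNA.1530) lies on the minus strand of chromosome II from 2580400 to 2581182 in ASM294v3, between ckb2, which encodes a regulatory subunit of casein kinase CK2, and ctu1, which encodes a tRNA thiolation enzyme. It was counted 54, 141 and 58 times in aal1-pOE replicates 1, 2 and 3 and 4, 2 and 4 times in the evc replicates. Its level was 8.77 ± 2.37 CPM in aal1-pOE (SD, n = 3) and 0.512 ± 0.149 CPM in evc (SD, n = 3). The ratio of the pooled CPM values was 17.3, with a 95% counting interval of 9.28 to 36.6. The edgeR log2 fold change of aal1 was 3.39 ± 0.58 (SE), with an adjusted p of 0.0106. Even so, aal1 stood at the 18.2, 11.4 and 26.1 percentiles of the tested genes by counts in the 3 aal1-pOE libraries.

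Reads on the opposite strand rose as well. SPNCRNA.401, a non-coding gene that covers 745 nt of aal1 in antisense, had 105, 239 and 103 counts in aal1-pOE and 7, 3 and 3 in evc. Its log2 fold change was 3.88 ± 0.54 (SE; adjusted p = 0.00651, edgeR). SPNCRNA.401 had 1.94, 1.70 and 1.78 times the counts of aal1 in the 3 aal1-pOE libraries. Counts per gene show neither the orientation of the plasmid insert nor whether reads came from plasmid or chromosome. The study checked its plasmids by insert size and by sequencing, and measured aal1 with a strand-specific assay. It also built a strain with SPNCRNA.401 on a plasmid and reported no significant effect on lifespan or growth, unlike aal1-pOE. The flanking ckb2 had a log2 fold change of -0.57 ± 0.25 (SE; adjusted p = 0.178, edgeR), which became 0.06 with library totals alone. The log2 fold change of ctu1 was 0.71 ± 0.47 (SE; adjusted p = 0.336, edgeR) and 0.22 without aal1-pOE replicate 2. The call of aal1 ended without evc replicate 2 (adjusted p = 0.0763, edgeR) and without evc replicate 3 (adjusted p = 0.0632). Over its 12 alternatives with a value, the adjusted p of aal1 ranged from 1.8e-05 to 0.0763.

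**Figure D1:**
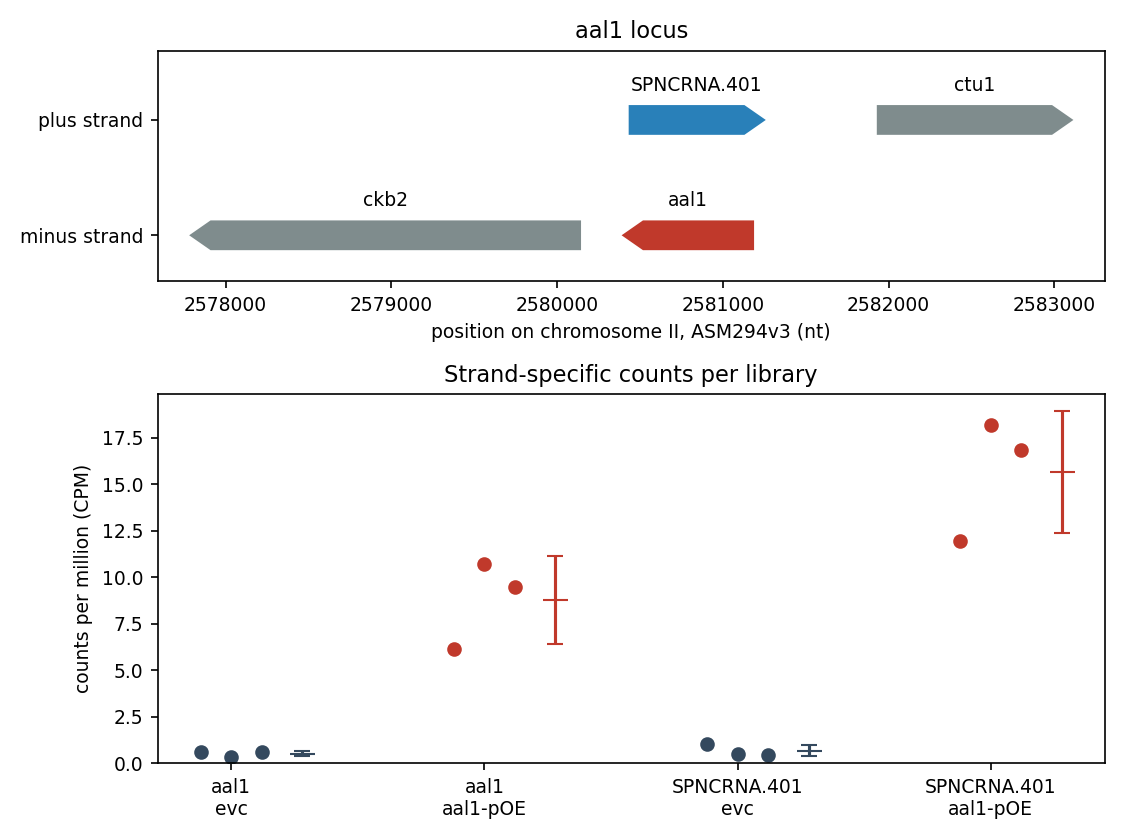
Upper part, the aal1 locus drawn to scale by position on chromosome II of ASM294v3 in nt, with arrows pointing in the direction of transcription. Lower part, CPM of aal1 and SPNCRNA.401 per library (points, replicates 1 to 3 from left to right) with mean and SD beside them (n = 3 per group); both genes averaged 8.77 and 15.6 CPM in aal1-pOE and under 1 CPM in evc.

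Across the transcriptome, 79 genes were induced and 270 were repressed in aal1-pOE among 5823 tested, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the repressed genes, 131 (48.5%) encoded cytosolic ribosomal proteins and 139 did not. The induced genes were of many kinds. They included pds5, a cohesin regulator (log2 fold change 2.68 ± 0.58 SE), rad21, the cohesin kleisin (1.33 ± 0.24), stm1, a G-protein-coupled receptor (2.32 ± 0.46), vps52 of the GARP tethering complex (1.98 ± 0.48), the DNA repair gene rad8 (1.98 ± 0.48), and the non-coding RNAs SPNCRNA.1638 (2.32 ± 0.58) and SPNCRNA.1319 (2.31 ± 0.43). The level of pds5 was 14.3, 84.5 and 13.9 CPM in aal1-pOE replicates 1, 2 and 3 and 3.87, 2.06 and 3.26 CPM in evc. In stm1, vps52 and rad8, too, replicate 2 was the highest of the aal1-pOE libraries. Over the alternatives the log2 fold change ranged from 1.80 to 3.61 for pds5 and from 1.83 to 3.16 for stm1. It ranged from 1.32 to 2.87 for vps52 and from 1.25 to 2.87 for rad8.

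Outside the ribosomal proteins, the most repressed genes named here were SPNCRNA.1611, annotated as a possible alternative UTR (log2 fold change -5.61 ± 1.01 SE), and str1, which encodes a siderophore-iron transporter (-4.98 ± 0.54). The level of str1 was 35.3, 33.9 and 23.5 CPM in aal1-pOE and 249, 829 and 751 CPM in evc. SPNCRNA.1611 stood at 5.59 CPM in evc replicate 1 but at 151 and 104 CPM in evc replicates 2 and 3. Repression was also called for SPNCRNA.855 (-3.59 ± 0.43), SPNCRNA.1315 (-2.74 ± 0.37), SPAP8A3.07c, annotated as an aldolase of aromatic amino acid synthesis (-2.86 ± 0.41), eft202, which encodes elongation factor 2 (-2.83 ± 0.42), and wis2, a cyclophilin gene (-2.71 ± 0.67). Actin (act1) had a log2 fold change of -1.50 ± 0.37 (SE; adjusted p = 0.0481, edgeR; range over alternatives 3.3e-06 to 0.243). The calcineurin gene ppb1 had a log2 fold change of 0.50 ± 0.27 (SE; adjusted p = 0.257, edgeR).

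Both counts rested on how the libraries were scaled and on single libraries. TMM lowered the median log2 fold change of all genes by 0.72, from 0.80 with library totals to 0.08. With library totals alone, 517 genes were induced and 154 repressed, so that 77.0% of the called genes were induced against 22.6% with TMM. Without evc replicate 2 the test called 1 induced and 81 repressed genes, and without evc replicate 3 it called 1 and 86. Without aal1-pOE replicate 1 it called 22 and 141, without aal1-pOE replicate 2 it called 252 and 518, without aal1-pOE replicate 3 it called 211 and 265, and without evc replicate 1 it called 148 and 272. Of 58 called genes named here, 13 were also called without evc replicate 2 and 14 without evc replicate 3. In 11 of them the call held in each of the alternatives that gave a value: SPNCRNA.401, str1, SPNCRNA.855, SPNCRNA.1315, SPAP8A3.07c, eft202, tif512, rpl1002, rpl3002, rpl3801 and rpl2801.

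**Figure D2:**
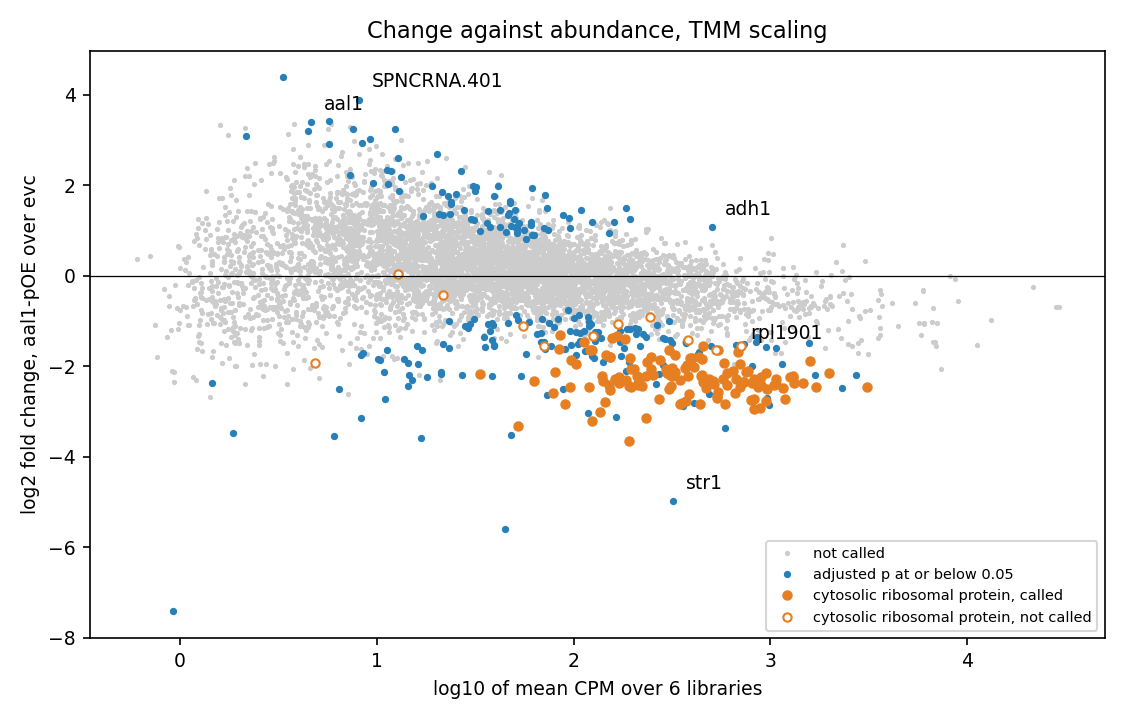
Log2 fold change of aal1-pOE over evc (vertical axis, TMM scaling) against log10 of the mean CPM of the 6 libraries (horizontal axis), 1 point per tested gene. Blue and filled orange points were called at an adjusted p of at most 0.05 (edgeR); 131 of the 142 ribosomal protein genes (orange) are filled, and open orange circles mark the 11 that were not called.

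Genes for the cytosolic ribosome were lower together. Of 142 cytosolic ribosomal protein genes tested, 131 fell, 11 were not called and 0 rose, with a median log2 fold change of -2.25. Adjusted over the list alone, 138 fell. Their share of all counts was 3.35% ± 0.545 in aal1-pOE and 10.1% ± 2.67 in evc (SD, n = 3 each). The share was 6.97% in evc replicate 1 and 11.5% and 11.7% in evc replicates 2 and 3. Both subunits were represented among the most repressed and the preselected genes, with rpl1002 at -3.65 ± 0.41 (SE), rpp203 at -3.33 ± 0.63, rpl3002 at -3.21 ± 0.34, rpl3801 at -3.16 ± 0.45, rpl2801 at -3.02 ± 0.31, rpl1802 at -2.25 ± 0.39, rps502 at -2.11 ± 0.35 and rps27 at -1.93 ± 0.40. The 11 genes not called were rpl44, ubi2, rps2202, rps2601, rpl2102, rpl302, rpl802, rpl1603, rps1902, rpl3402 and rpp103. Among them rps2601 had a log2 fold change of 0.04 ± 0.81 and rpl3402 of -0.44 ± 0.30, and both changed sign under some settings.

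The study singled out this family on these same libraries, so its count is not independent evidence of the direction. Camera gave an adjusted p of 7e-123 for the list at the preset correlation and an adjusted p = 0.327 with an estimated correlation. Fry gave an adjusted p of 0.0364. With library totals alone, 105 of the genes fell, with a median of -1.55. Without evc replicate 2 or evc replicate 3, 65 and 68 fell, with medians of -2.12 and -2.11. Many of these genes have near-identical copies, so values of single paralogs are uncertain.

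The mRNA of rpl1901 (SPBC56F2.02), which encodes ribosomal protein eL19 and which the study linked to aal1, stood at 442 ± 35.6 CPM in aal1-pOE and 929 ± 167 CPM in evc (SD, n = 3). Those CPM rest on library totals. With TMM scaling, which the test used, the levels were 366 ± 122 and 1180 ± 271 CPM. The log2 fold change of rpl1901 was -1.69 ± 0.37 (SE; adjusted p = 0.028, edgeR). Its paralog rpl1902 had a log2 fold change of -1.39 ± 0.24 (SE; adjusted p = 0.0106, edgeR). The call of rpl1901 ended without aal1-pOE replicate 1 (adjusted p = 0.074, edgeR), without evc replicate 2 (adjusted p = 0.159) and without evc replicate 3 (adjusted p = 0.153). Over its 18 alternatives, the log2 fold change of rpl1901 ranged from -1.87 to -1.07 and its adjusted p from 1.3e-06 to 0.159.

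Other translation genes were lower in part. Of 38 translation factor genes, 5 fell, 33 were not called and 0 rose (10 fell adjusted over the list alone), with a median log2 fold change of -0.58 that became 0.07 with library totals. The fallen numbered 14 without aal1-pOE replicate 2, 2 each without aal1-pOE replicate 1, evc replicate 2 or evc replicate 3, 3 without aal1-pOE replicate 3, and 22, with 4 risen, without aal1-pOE replicate 2 and evc replicate 1 together. Those that fell included eft202, eft201 (-1.98 ± 0.35 SE) and tif512, which encodes eIF5A (-2.62 ± 0.38). The copies eft201 and eft202 share sequence, and HTSeq by default leaves out reads that align to both, so their values are uncertain. Of 11 nascent chain and ribosome-associated factors, 5 fell and 6 were not called (9 fell and 1 rose adjusted over the list alone), with a median of -1.28 (-0.73 with library totals, where 2 fell). Without evc replicate 2 or evc replicate 3 none of these fell in edgeR, without aal1-pOE replicate 1 only 1 did, and without aal1-pOE replicate 2 it was 8. The 5 included cpc2, the yeast RACK1 (-2.19 ± 0.40), tma19 (-1.73 ± 0.33) and mep33 (-1.27 ± 0.22). Camera gave adjusted p-values of 8.9e-07 and 1.6e-06 for these 2 lists, and adjusted p = 0.55 for each with an estimated correlation. Of 96 ribosome biogenesis genes, 3 fell (rlp7 at -1.61 ± 0.26, nhp2 at -1.47 ± 0.25 and rrb1 at -1.23 ± 0.25), 1 rose and 92 were not called. Without aal1-pOE replicate 2, 7 fell, without evc replicate 1 it was 5, without aal1-pOE replicate 1 it was 2, and without evc replicate 2 or evc replicate 3 it was 0. Their median was -0.06 (0.61 with library totals), and camera gave an adjusted p of 0.202.

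Some genes for small non-coding RNAs were called. The study purified the RNA on spin columns, and how well these kept RNAs as short as tRNAs was not tested. The counts may thus not measure the mature RNAs. Of 19 mitochondrial tRNA genes, 8 rose, 11 were not called and 0 fell (17 rose adjusted over the list alone). Their median log2 fold change was 2.49, and it was 1.64 over the 12 genes tested without aal1-pOE replicate 2. Without evc replicate 2 or evc replicate 3, and with limma-voom, 0 rose. Fewer genes passed the filter in some fits. Without aal1-pOE replicate 1 it was 3 of 12, and without evc replicate 1 it was 3 of 19. Without aal1-pOE replicate 2 it was 5 of 12, and without aal1-pOE replicate 3 it was 9 of 13. Without both aal1-pOE replicate 2 and evc replicate 1 it was 7 of 10. The edgeR likelihood ratio test called 16 of 19. Examples were SPMITTRNATRP.01 (3.24 ± 0.69 SE), SPMITTRNAILE.02 (3.24 ± 0.67), SPMITTRNASER.02 (1.92 ± 0.38) and SPMITTRNAALA.01 (1.85 ± 0.36). Mitochondrial tRNA genes together took 0.0219%, 0.0703% and 0.0121% of the counts in aal1-pOE replicates 1, 2 and 3 and 0.00529%, 0.00384% and 0.00362% in evc. Counts were low: SPMITTRNATRP.01 had 92, 693 and 43 in aal1-pOE and 12, 9 and 4 in evc. Of 22 snoRNA genes, 3 fell, among them snoZ16 (-1.84 ± 0.38) and snR46 (-1.68 ± 0.37), 19 were not called and 0 rose (10 fell adjusted over the list alone), with a median of -1.22. Without evc replicate 2 or evc replicate 3, 0 snoRNA genes fell, without aal1-pOE replicate 1 or evc replicate 1 it was 1 each, and without aal1-pOE replicate 2 it was 9. The likelihood ratio test called 10 down, DESeq2 8, limma-voom 2 and a replicate block 11. The snoRNA snR30 had a log2 fold change of -1.60 ± 0.47 (SE; adjusted p = 0.0731, edgeR). None of 6 snRNA genes was called in edgeR's quasi-likelihood test (5 had an unadjusted p under 0.05, and 5 fell adjusted over the list alone), with a median of -1.22. The edgeR likelihood ratio test and DESeq2 each called 3 down, limma-voom 0 and a replicate block 5 down. Without aal1-pOE replicate 2 the test called 3 down (median -0.81), without aal1-pOE replicate 3 it called 2, and without both aal1-pOE replicate 2 and evc replicate 1 it called 4 (-0.75). Camera gave adjusted p-values of 9.2e-09, 1e-06 and 0.00831 for mitochondrial tRNAs, snoRNAs and snRNAs, and adjusted p = 0.55 for each with an estimated correlation. For snRNAs camera's call ended without evc replicate 1 (adjusted p = 0.0736) and without both aal1-pOE replicate 2 and evc replicate 1 (adjusted p = 0.242; range over alternatives 0.00021 to 0.55). With library totals the median log2 fold changes were 3.37 for mitochondrial tRNAs, where 11 rose, -0.68 for snoRNAs and -0.69 for snRNAs. The snoRNA median was -0.84 without aal1-pOE replicate 2. In aal1-pOE replicate 2 the medians relative to the mean of evc were 3.21 for mitochondrial tRNAs, -2.16 for snoRNAs and -2.40 for snRNAs, each the farthest from 0 of the 6 libraries.

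In metabolism and protein folding, few single genes were called, and the counts moved with single libraries. Of 18 glycolysis and fermentation genes, 2 fell, namely the pyruvate decarboxylase gene pdc202 (-2.50 ± 0.50 SE) and the enolase gene eno102 (-1.69 ± 0.31), while 1, the alcohol dehydrogenase gene adh1, rose (1.07 ± 0.25). The list's median log2 fold change was -0.70, and it was -0.09 with library totals and -0.39 without aal1-pOE replicate 2, where 6 fell. Of 12 purine biosynthesis genes, 1 fell, ade4, the first enzyme of the pathway (-1.39 ± 0.24), and the median was -0.62 (0.10 with library totals). Of these 12, 7 fell without aal1-pOE replicate 2 and 3 without evc replicate 1. Of 28 chaperone genes, 1 fell, the disaggregase gene hsp78 (-1.99 ± 0.50), and the median was -0.99 (-0.46 with library totals). Without aal1-pOE replicate 2, 11 chaperone genes fell, with a median of -0.62, and without aal1-pOE replicate 3 or evc replicate 1 it was 2 each. Without aal1-pOE replicate 1, evc replicate 2 or evc replicate 3, 0 genes fell in each of these 3 lists, and glycolysis had 1 without aal1-pOE replicate 3. Without aal1-pOE replicate 2 and evc replicate 1 together, 15, 9 and 21 fell. The Hsp70 gene ssc1 was at -1.71 ± 0.49 and sti1 at -1.96 ± 0.53, neither called. Camera gave adjusted p-values of 0.00064 for glycolysis and fermentation, 0.003 for purine biosynthesis and 8.9e-07 for chaperones, and adjusted p = 0.55 for each with an estimated correlation. The chaperone median relative to the mean of evc was -0.66, -2.32 and -0.59 in aal1-pOE replicates 1, 2 and 3.

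Among growth and cell-cycle lists, 0 of 22 TORC1 pathway genes were called in edgeR's quasi-likelihood test, also adjusted over the list alone (9 up and 1 down had an unadjusted p under 0.05), with a median log2 fold change of 0.40 and an adjusted p of 0.00412 in camera (0.55 with an estimated correlation). With library totals 9 of them rose, with a median of 1.17. Relative to the mean of evc the list median was 0.42, 0.57 and 0.47 in aal1-pOE replicates 1, 2 and 3. It was 0.29, -0.16 and -0.21 in evc replicates 1, 2 and 3. The list mixes inhibitors of TORC1 signalling, such as tsc2, with other pathway genes, so its median gives no direction for that signalling. The edgeR likelihood ratio test called 4 up and 1 down, DESeq2 3 up and 1 down, limma-voom 0, and a replicate block 5 up. Without evc replicate 1 the test called 4 up and 1 down (median 0.70), without aal1-pOE replicate 2 or aal1-pOE replicate 3 it called 2 up each, and without both aal1-pOE replicate 2 and evc replicate 1 it called 12 up and 1 down. The TORC1 members closest to a call were the folliculin gene bhd1 (1.19 ± 0.30 SE; adjusted p = 0.0501, edgeR) and tsc2, whose product inhibits TORC1 signalling (1.43 ± 0.39; adjusted p = 0.0626). Of 22 dividing-cell genes, 2 rose, rad21 and the primase gene spp1 (1.80 ± 0.44), and 20 were not called (5 rose adjusted over the list alone), with a median of 0.57 and an adjusted p of 0.0111 in camera (0.55 with an estimated correlation). That median was 1.33 with library totals and 0.34 without aal1-pOE replicate 2. The risen numbered 4 without aal1-pOE replicate 2, 3 without aal1-pOE replicate 3 or evc replicate 1, 1 without aal1-pOE replicate 1, and 0 without evc replicate 2 or evc replicate 3. The dividing-cell median relative to the mean of evc was 0.23, 1.07 and 0.35 in aal1-pOE replicates 1, 2 and 3. Camera's call of that list ended without aal1-pOE replicate 2 and evc replicate 1 together, a fit added after the data were seen (adjusted p = 0.135; range over alternatives 0.00501 to 0.55). Of 824 other non-coding RNAs, 37 fell, 9 rose and 778 were not called, with a median of -0.27 that became 0.44 with library totals, where 17 rose and 9 fell. The fallen numbered 78 without aal1-pOE replicate 2, 12 without aal1-pOE replicate 1, and 23, 5 and 6 without evc replicates 1, 2 and 3 in turn. The risen numbered 14 without aal1-pOE replicate 2 and 1 each without aal1-pOE replicate 1, evc replicate 2 or evc replicate 3. Camera gave an adjusted p of 0.0111 for these RNAs and an adjusted p = 0.211 with an estimated correlation; its call ended without evc replicate 1 (adjusted p = 0.0567) and without both aal1-pOE replicate 2 and evc replicate 1 (median -0.38, adjusted p = 0.164; range over alternatives 4.9e-06 to 0.211). The non-coding RNA SPNCRNA.1234 fell (-1.62 ± 0.21).

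**Figure D3:**
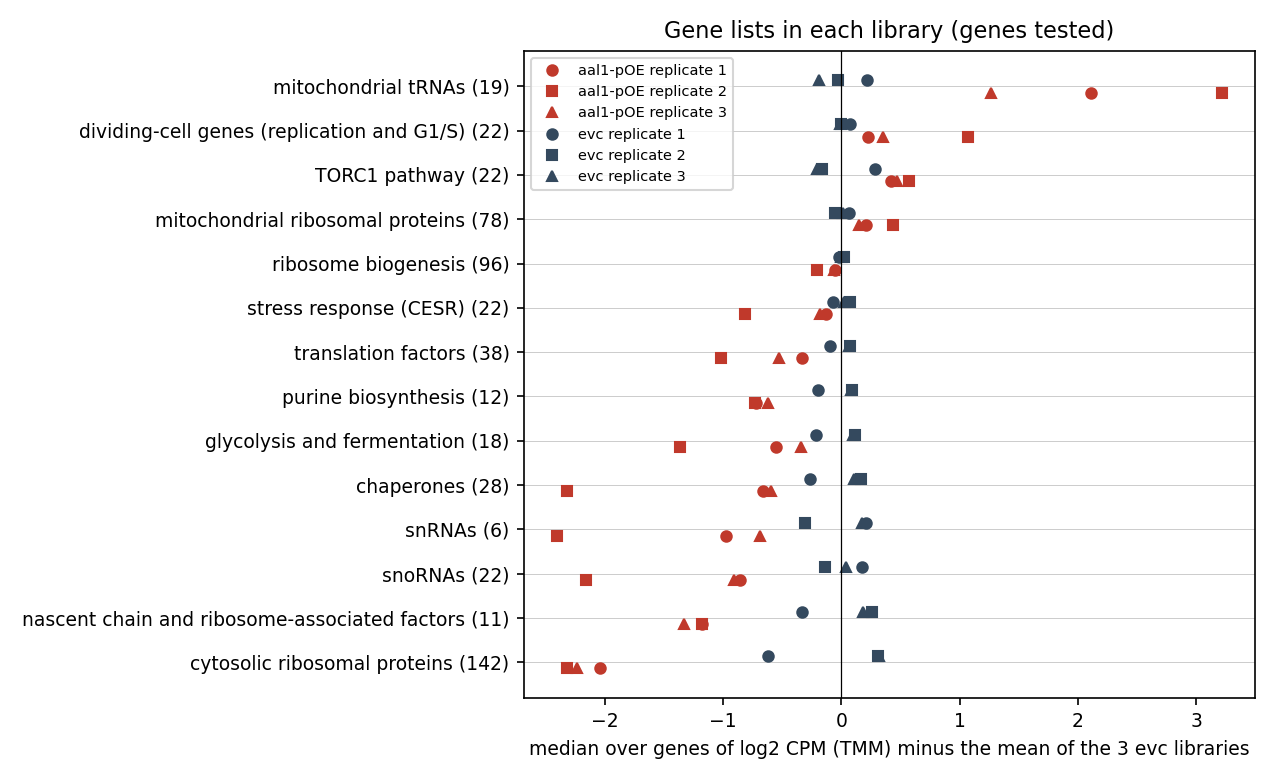
Median over the genes of a list of log2 CPM (TMM scaling) minus the mean of the 3 evc libraries (horizontal axis), for 14 lists (vertical axis, tested genes in parentheses) in each of the 6 libraries. Ribosomal proteins lie at -2.04, -2.32 and -2.23 in the aal1-pOE libraries and at -0.62, 0.31 and 0.32 in evc; with library totals alone the log2 fold change medians of translation factors, purine biosynthesis, ribosome biogenesis and the stress response turned positive (0.07, 0.10, 0.61 and 0.42).

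Libraries within a group differed. The TMM factor of aal1-pOE replicate 2 was 1.80, against 1.07 and 1.04 for aal1-pOE replicates 1 and 3 and 0.85, 0.76 and 0.77 for the evc libraries. The 20 most abundant genes took 13.9% of its counts and between 22.1% and 23.2% in the other 5 libraries. The first principal component (62.8% of the variance) placed it at one end. In evc replicate 1 the ribosomal proteins lay between the aal1-pOE libraries and the other evc libraries. No pair of replicates differed by as little as sampling noise, so no library was taken as a repeat of another. Chi-square per degree of freedom, near 1 for sampling noise alone, was 5.34 between evc replicates 2 and 3. It was 71.6 and 72.5 between these and evc replicate 1, and 20.3 to 287 among the aal1-pOE replicates. Such values do not show that the cultures were independent, which rests on the labels. Camera called 12 of 29 lists at the preset correlation, 9 lower and 3 higher. With an estimated correlation it called 0, while 2 lists had an unadjusted p under 0.05, and fry called 4 lists.

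**Figure D4:**
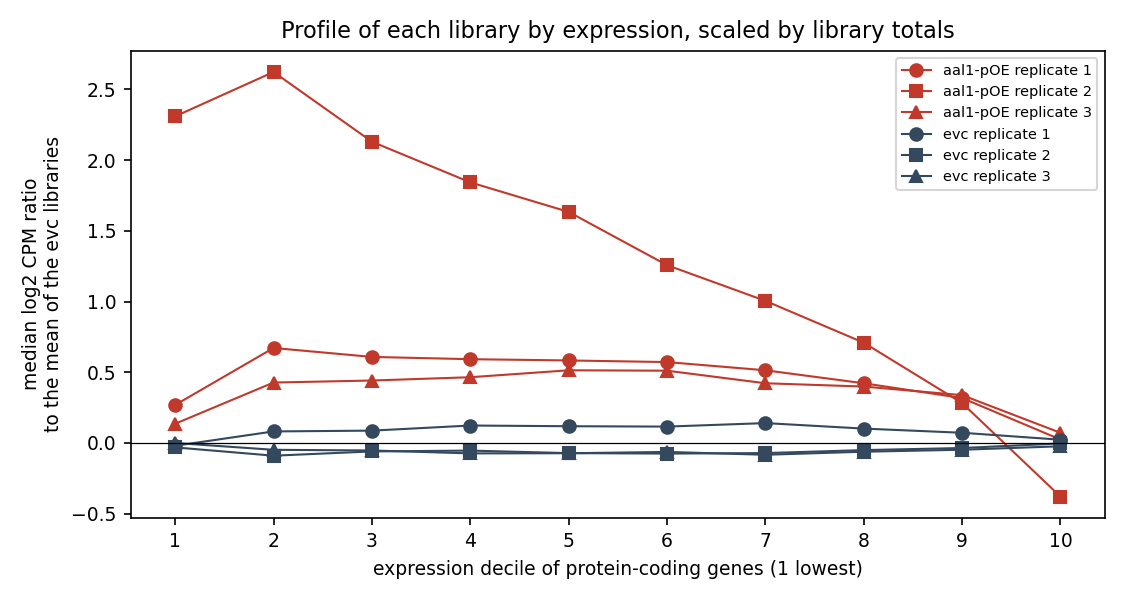
Median log2 ratio of CPM to the mean of the evc libraries (vertical axis, library totals) in deciles of protein-coding genes by expression (horizontal axis, 1 the lowest), 1 line per library. In the second decile aal1-pOE replicate 2 reached 2.62, against 0.67 and 0.43 for aal1-pOE replicates 1 and 3.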

Values the study reported

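The study reported 79 induced and 248 repressed transcripts in aal1-pOE relative to empty-vector cells after 6 days in stationary phase. Among the repressed transcripts it counted 127 of 135 mRNAs for ribosomal proteins. It described aal1 as a transcript of 783 nucleotides.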

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

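The fit without aal1-pOE replicate 2 and evc replicate 1 was chosen after the data were seen. The cause of the shifts below was not tested unless stated. Induced genes numbered 517 with library totals, 397 with the edgeR likelihood ratio test, 395 with DESeq2, 19 with limma-voom, 1 to 252 when each library was left out, and 1085 without both libraries that stood apart. Repressed genes numbered 154 with library totals, 472 with the likelihood ratio test, 511 with DESeq2, 81 to 518 when each library was left out, and 1131 without both. Of the 79 and 270 genes, 79 and 143 were shared with the calls from library totals, and 72 and 267 with those without both libraries. Repressed ribosomal protein genes numbered 65 to 139 when each library was left out and 105 to 141 in each other setting. The log2 fold change of aal1 was 3.21 to 3.58 when each evc library was left out. It had no value for protein-coding genes alone, being non-coding, nor at 10 CPM or without an aal1-pOE library, since too few libraries passed the filter. Called lists numbered 0 with an estimated correlation and 4 with fry, against 12. Same-numbered libraries deviated from their group means with correlations of 0.0326, 0.0097 and 0.0065, and other pairs with -0.026 to 0.0082. These values near 0 gave no clear sign of pairing, but with 3 libraries per group they cannot exclude it. A replicate block gave 247 induced, 383 repressed and 139 repressed ribosomal protein genes, and -0.45 for rps2601.

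Signs turned with library totals for ckb2 (0.056), rpl3402 (0.31) and the medians of translation factors (0.072), ribosome biogenesis (0.61), oxidative phosphorylation (0.63), the TCA cycle (0.38), amino acid biosynthesis (0.62), purine biosynthesis (0.10), thiamine-repressed genes (0.37), CESR (0.42), Tf2 retrotransposons (0.29), mitochondrial-encoded mRNAs (0.23), nuclear tRNAs (0.0099) and other non-coding RNAs (0.44). Without TMM the median of all genes lay 0.72 higher, which shows the cause of these. The rps2601 log2 fold change became -0.016 with DESeq2 size factors, -0.0059 for protein-coding genes, -0.036 with DESeq2 and -2.03 without both libraries that stood apart, and ranged from -1.63 to 0.48 when each library was left out. Without both, the medians of RNA polymerase I (-0.066), the synthetase list (-0.080), oxidative phosphorylation (0.0071) and mitochondrial-encoded mRNAs (0.080) also turned. When each library was left out, medians ranged from -0.057 to 0.15 for RNA polymerase I, from -0.10 to 0.27 for the synthetase list, from -0.094 to 0.061 for oxidative phosphorylation, from -0.052 to 0.16 for autophagy, from -0.64 to 0.33 for Tf2 retrotransposons and from -0.42 to 0.029 for mitochondrial-encoded mRNAs. With no filter beyond 1 count, medians turned for nuclear tRNAs (0.14, 94 genes), Tf2 retrotransposons (0.20, 12 genes) and oxidative phosphorylation (0.0043), and at 10 CPM for RNA polymerase I (-0.37, 10 genes). Among named genes, 1009 values kept direction and call, 168 lost the call, 46 gained it and 9 turned. In the self-test 15.2% of genes changed by 1 on the log2 scale were recovered, which limits what the counts can show for small changes.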

Other observations

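Several gene groups not described above held few called genes. Of 10 iron uptake genes, str1 fell and 9 were not called, with a median log2 fold change of 0.41 and a mean of -0.10. The related str2 and the siderophore synthesis gene sib2 stood at 0.71 ± 0.24 (SE) and 0.73 ± 0.32, neither called. Of 7 thiamine-repressed genes, thi2 fell (-1.44 ± 0.21) and 6 were not called, with a median of -0.41 (0.37 with library totals). The chromosomal nmt1, a weakened form of whose promoter drives the plasmid, was at -1.82 ± 0.50 (adjusted p = 0.0636, edgeR; range over alternatives 1.6e-06 to 0.243). Of 62 amino acid biosynthesis genes 5 fell, among them met17 (-2.18 ± 0.41) and ilv6 (-1.29 ± 0.22), and the median was -0.18 (0.62 with library totals). For that list camera made a call without aal1-pOE replicate 2 (median -0.33, adjusted p = 0.0201), without evc replicate 1 (-0.31, 0.0349) and without both (-0.44, 0.00483; range over alternatives 0.00483 to 0.602). The fallen numbered 10, 7 and 30 in these fits, 1 without aal1-pOE replicate 1, and 0 without evc replicate 2 or evc replicate 3. Of 16 TCA cycle genes 2 fell, mae2 (-1.95 ± 0.36), which makes pyruvate from malate, and sdh3 (-1.19 ± 0.26), and the median was -0.38 (0.38 with library totals), with 3 fallen without aal1-pOE replicate 2, 1 without aal1-pOE replicate 3 and 0 without aal1-pOE replicate 1, evc replicate 2 or evc replicate 3. In the oxidative phosphorylation list sdh3 was the 1 gene of 40 that fell, with a median of -0.01 (0.63 with library totals), and 0 fell without aal1-pOE replicates 1 or 3 or evc replicates 2 or 3. Camera gave adjusted p-values of 0.859 for iron uptake, 0.21 for thiamine-repressed genes, 0.081 for amino acid biosynthesis, 0.192 for the TCA cycle and 0.804 for oxidative phosphorylation.

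Of 44 mating and meiosis genes, ste11, the master regulator of sexual differentiation (-1.56 ± 0.31 SE), and hop1 (-1.86 ± 0.40) were among 3 that fell, and spo7 rose (1.78 ± 0.41), with a median of 0.40 and an adjusted p of 0.202 in camera. The median was 1.22 with library totals, 0.13 without aal1-pOE replicate 2 and 0.096 without aal1-pOE replicate 2 and evc replicate 1. Relative to the mean of evc it was 0.89 in aal1-pOE replicate 2, against 0.00026 and 0.28 in aal1-pOE replicates 1 and 3. Camera made a call without aal1-pOE replicate 1 (median 0.60, adjusted p = 0.048; range over alternatives 0.048 to 0.789), where 0 fell, as without evc replicate 2 or evc replicate 3, and 4 rose without aal1-pOE replicate 3. Of 35 proteasome genes rpn3 rose (1.05 ± 0.25) and rpn1301 fell (-1.02 ± 0.21), with a median of 0.15, and 6 rose without aal1-pOE replicate 2, while 0 were called by edgeR without aal1-pOE replicates 1 or 3 or evc replicates 2 or 3. None was called by edgeR's quasi-likelihood test among 78 mitochondrial ribosomal protein genes (median 0.32, adjusted p = 0.081 in camera), 22 CESR genes (-0.22, or 0.42 with library totals; called by camera without aal1-pOE replicate 1, -0.31, adjusted p = 0.048; range over alternatives 0.048 to 0.624), 31 autophagy genes (0.07), 10 histone genes (0.16), 14 RNA polymerase I genes (0.08), 6 Tf2 retrotransposons (-0.41, or 0.29), 8 mitochondrial-encoded mRNAs (-0.33, or 0.23), 9 nuclear tRNAs (-0.54, or 0.0099; called by camera with library totals, adjusted p = 0.0478, and without aal1-pOE replicate 3, median -1.27, adjusted p = 0.0241; range over alternatives 0.0241 to 0.799) and 2 subtelomeric helicase genes (-1.30, too few for the list test). In these 9 lists, genes with an unadjusted p under 0.05 numbered 13 up and 5 down, 1 and 5, 3 and 5, 2 and 0, 3 and 3, 0 and 1, 1 and 0, 0 and 0, and 0 and 1. The edgeR likelihood ratio test called 5 mitochondrial ribosomal protein genes up and 1 down, 4 CESR genes down, 2 autophagy genes up and 1 down, and 2 RNA polymerase I genes up. DESeq2 called 6 up and 1 down, 5 down, 2 up and 3 down, and 1 up and 1 down in those 4 lists, and limma-voom called 0. With library totals 2 mitochondrial ribosomal protein, 1 CESR, 4 autophagy, 2 histone and 2 RNA polymerase I genes rose. When each library was left out, at most 3 genes were called up and 3 down in each of the 9 lists. Without aal1-pOE replicate 2 and evc replicate 1, the calls were 17 up and 6 down for mitochondrial ribosomal proteins, 3 and 9 for CESR, 9 and 6 for autophagy, 3 and 1 for histones, 2 and 4 for RNA polymerase I, 2 down for mitochondrial-encoded mRNAs, and 1 down each for Tf2 retrotransposons and subtelomeric helicases. The fixed synthetase list caught 5 genes, of which trl1 encodes a tRNA splicing ligase and asc1 a cofactor, with 0 called and a median of 0.19. A corrected list, chosen after the data were seen, had 32 genes, of which 2 fell and 0 rose, with a median of -0.14 and a camera p of 0.426. Over all tested genes, 1582 had an unadjusted edgeR p under 0.05.

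Tests chosen after the results were seen were those of the antisense strand, those of aal1-pOE replicate 2, the scaling test of ribosomal proteins and the splits of gene counts. The tests of matched genes, of paralogs and of list splits were written before their results. Antisense counts at the plasmid-borne locus were the first pattern, and counting on the wrong strand would act alike at other genes, but the median ratio of opposite-strand to mRNA counts per nt over 6 abundant genes was 0.00372 (0 to 0.528, true antisense RNA included). Plasmid DNA as the whole source would give both strands alike, and the lowest lower 95% bound of the SPNCRNA.401 to aal1 ratio was 1.275. A raised chromosomal region with both flanks, as the whole cause, is argued against by ckb2 at -0.57 ± 0.25 (SE), whose upper 2 SE bound (at most 0.45) lay below the lower 2 SE bounds of aal1 and SPNCRNA.401 with each scaling tried. The other flank, ctu1, was at 0.71 ± 0.47 with 11.9, 35.9 and 6.85 CPM in aal1-pOE, and with library totals its 2 SE bound of 2.94 passed the lower bound of aal1, 2.73. Transcription of the other strand of the plasmid, or of the chromosomal copy alone, may account for the pattern, and both stay open, since counts per gene do not tell plasmid from chromosome.

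The second pattern was the flat profile of aal1-pOE replicate 2. After thinning to 5839863 counts, genes of lower expression stayed 1.53 (log2) above aal1-pOE replicates 1 and 3, against 1.54 before thinning. The ratio is in CPM, which random thinning barely changes, so this test cannot decide about depth. For genomic DNA, a first test, the added CPM per kb of the fifth expression decile over the second, taken after replicate 2 was rescaled by 1.33 to level the tenth decile, gave 1.57, within the bound first set for DNA, but 1.32 with library totals and 0.53 with TMM. A second test, chosen in its place, set antisense non-coding genes against coding genes of like expression and gave 0.235 after that rescaling, 0.207 with library totals and 0.119 with TMM, where DNA as the main source would give about 1. RNA of growing cells in that culture, or a less advanced stationary state, may also contribute: after the rescaling, ribosomal protein genes gained 5.71 times as many CPM per kb as like-expressed genes, while the 2 sets changed by 93.3 and -5.56 CPM per kb with library totals and by -18.7 and -49.8 with TMM. In an earlier test, however, their median log2 ratio was 0.62, below the 1.54 of genes of lower expression, and with TMM they were lowest in replicate 2 of the aal1-pOE libraries (-2.32 against -2.04 and -2.23), so these cannot be told apart.

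For the third, the lower ribosomal protein genes, scaling as the whole cause is argued against by a list median of -1.548 with library totals, the highest over the scalings tried. Short or abundant transcripts as the whole cause are argued against, since the list lay at -1.51 relative to 241 genes matched in length and CPM, lower than all 10000 random matched sets. The matched genes had a median of -0.73 against 0.08 for all genes, so a part of the fall stays open to this. Reads shared between paralogs are argued against, since 19 genes without a second copy, picked by a name pattern that was corrected after its first value, had a median of -2.21 and 18 of them fell. A lower level caused by aal1 stays a hypothesis, and a difference in the state of the cultures on day 6 was not tested and stays open.

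The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split called 79 induced genes, 270 repressed genes and 131 ribosomal protein genes, and the highest other split called 0 of each, so 1 of 10 splits reached each real count. Each other split put libraries of both strains in each group. A strain difference then widens the spread within groups, so these counts of 0 do not measure chance. For the list tests the real split called 12 lists and another called 14, so 2 of 10 splits reached it. Each of the other splits called lists too, from 4 to 14 of them. Each of those splits holds unequal numbers of the strains on its sides, so a strain difference could itself give list calls there. The splits thus cannot decide whether the list calls are particular to the real grouping. The split that called 14 set aal1-pOE replicate 1, evc replicate 2 and evc replicate 3 against the rest.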
